A study of Mus musculus with 18 samples. Its data were reported in "Endogenous retroviruses promote homeostatic and inflammatory responses to the microbiota" (2021).

How the data were processed

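Keratinocytes were sorted from the ear epidermis of female C57BL/6J mice and their RNA was sequenced. The sort took live cells that lacked the leukocyte marker CD45, the endothelial marker CD31 and CD34, and that carried CD49f and Sca-1, which are interfollicular keratinocytes. Mice were placed on a control or a high-fat diet at 4 weeks of age per the labels, kept on it for 6 weeks, and then associated with Staphylococcus epidermidis (S. epi, a skin commensal applied to the skin) or left unassociated. The 18 samples fall into 4 groups named in the labels, with 5 mice in each unassociated group and 4 mice in each S. epi group. Each sample is one mouse, and all samples carry the same experiment number.

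The authors prepared stranded total RNA libraries, sequenced them as read pairs and aligned the reads to the C57BL/6 genome (GRCm38, mm10) with STAR. Per the file headers, they then counted tags over exons of RefSeq transcripts with HOMER without adjusting for library size, so the deposited values are expected counts, unnormalised and in steps of 0.5. Between 36.5% and 39.1% of the transcripts of a sample carry a value that is not a whole number. The study's methods also describe condensing to one transcript per gene, whereas the files list isoforms one by one, so a tag in a shared exon is counted for each isoform. The strand setting of the counting is not stated, so overlapping and antisense genes could share tags. The study counted retroelement loci in a separate annotation, and those loci were not analysed here.

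The files hold 42361 transcripts. Symbols came from the files for all but 91 transcripts, which took theirs from a RefSeq gene table. For each of 25140 genes the transcript with the highest summed count was kept, which mattered for the 8205 genes that had several transcripts. Coordinates are 1-based on GRCm38 as the files give them. Counts were rounded to whole numbers before the tests.

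Total counts over these genes ranged from 18319293 to 41391143 per sample, and the library totals of tags in the headers from 27960694 to 62385553. A floor of 3 counts divided by these total gene counts, scaled to 1000000, corresponds to 0.0725 to 0.164. Binomial 95% confidence intervals (Wilson) and these floors cover counting error only, since the reads carry no molecular identifiers.

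Genes were tested with edgeR (version 4.0.16, R 4.3.3) by the quasi-likelihood test with robust dispersion estimates, TMM normalization and the default expression filter (filterByExpr, minimum count 10). One coefficient per group was fitted to all 18 samples, which share one estimate of the spread. The 5 contrasts were S. epi against unassociated on each diet, high-fat against control diet in each colonization state, and the interaction, which is the S. epi effect on the high-fat diet minus that on the control diet. A gene was called at a Benjamini-Hochberg false discovery rate (FDR) below 0.05 together with a fold change above 2, the thresholds that the study used with DESeq2. Standard errors (SE) of log2 fold changes were derived from the edgeR statistic. CPM values are counts scaled to a library of 1000000, with TMM library sizes, and are given as mean ± SD.

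Gene sets were tested with camera from limma (version 3.58.1) with an inter-gene correlation of 0.01 and the Benjamini-Hochberg adjustment over 14 sets within a contrast. The sets were written from the processes the study names (antiviral response, antigen presentation, chemotaxis, keratinization, IL-36 and proliferation), with lipid metabolism and leukocyte sets as references. A set score is the mean log2 CPM (prior count 1) of the set's genes in a sample.

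The design, the gene sets, the alternatives and the rule for naming genes were written before the data were examined. For each gene contrast the rule names the 3 higher and the 3 lower called genes with the smallest p. For each set past the threshold it names up to 2 members with the smallest p. It adds 5 sensing genes: Cgas, Tmem173, Tlr2 and Ifnar1, which the study's mouse models target, and Ifnb1, which they do not. Genes named outside this rule are identified as chosen after their values were seen.

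The alternatives written beforehand were DESeq2 (version 1.42.0), DESeq2 size factors inside edgeR, no expression filter and a strict one, the replicate number as a block, counts thinned to the smallest library, limma-voom with sample quality weights, fits of only the 2 groups compared, no fold threshold, the rotation test fry, an inter-gene correlation estimated per set, and leaving out each replicate in turn. Corrections for GC content and transcript length, other choices of transcript and removal of the 45S ribosomal RNA gene were added after the data had been seen. GC content was taken from GENCODE M21 transcripts on GRCm38, and 99.2% of the 14910 tested genes had a value. The correction removed from each sample a smooth trend (lowess, span 0.3) of each gene's deviation from its mean on GC content, or on GC content and then length.

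The procedures were tested on simulated data with the real genes' means and library sizes and 200 changed genes. All fits tested recovered 100% of them among 14706 genes tested, with 4.76% to 7.83% false calls at an FDR of 0.05 without a fold threshold. A GC trend added to the simulated high-fat samples gave 9612 false calls among 14717 genes tested, against 0 of 14717 after the GC correction, and the simulation without a trend gave 0 of 14706.

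The replicate numbers of the sample titles pair different animals, and 3 file names carry another replicate number than the title. The titles were used. Exact permutation tests were two-sided and written in R, and figures were drawn with matplotlib (version 3.10.9).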

Results

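Gene expression was measured by RNA sequencing in sorted interfollicular keratinocytes of 18 female mice. The mice formed 4 groups: unassociated on control diet (n = 5), S. epi on control diet (n = 4), unassociated on high-fat diet (n = 5) and S. epi on high-fat diet (n = 4). Total counts over genes ranged from 18319293 to 41391143 per sample. A total of 14910 genes passed the expression filter. The biological coefficient of variation estimated by edgeR was 0.105.

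The first 2 principal components of log2 CPM held 45.4% and 21.1% of the variance and separated the 4 groups. The S. epi high-fat samples lay apart from all others on the first component, and the second component separated the unassociated high-fat samples from the S. epi control samples.

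**Figure D1:**
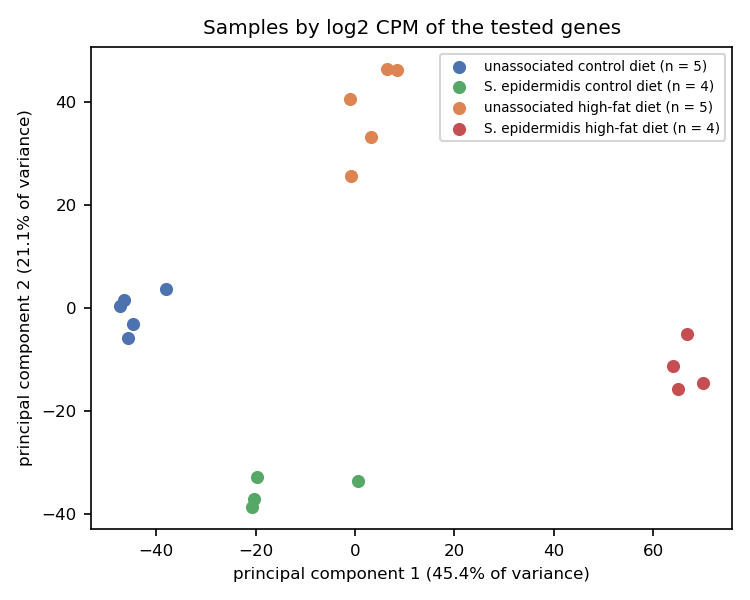
Each point is one mouse, placed by the first principal component (x axis, 45.4% of the variance) and the second (y axis, 21.1%) of log2 CPM over the tested genes, with colours for the 4 groups. The 4 S. epi high-fat mice lie at 63.9 to 69.9 on the x axis, and the other 14 mice lie at 8.36 or below.

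One gene took a share of the counts that differed between the groups. The 45S pre-ribosomal RNA gene Rn45s (chromosome 17, 39842997 to 39848829) held 1.95% ± 0.116 (SD, n = 5) of the counts in unassociated control mice, 3.45% ± 0.541 (n = 4) in S. epi control mice, 9.56% ± 1.96 (n = 5) in unassociated high-fat mice and 19.9% ± 1.79 (n = 4) in S. epi high-fat mice. Within each colonization state, every high-fat sample lay above every control sample. Of the 4 comparisons of this share, the 3 that involved an unassociated group had an exact permutation p of 0.00794 (two-sided, adjusted 0.0106), and the diets in S. epi mice had an exact permutation p of 0.0286 (adjusted 0.0286). Each is the smallest p that its design allows. The gene is present in many near-identical copies in the genome, so its count is uncertain. Leaving it out kept 95.8% to 98.8% of the genes called in the 5 contrasts.

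**Figure D2:**
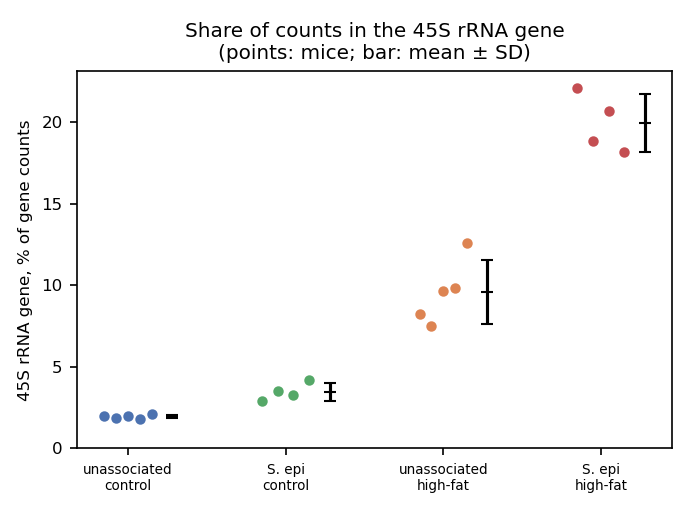
Points show the share of all gene counts that fell in the 45S rRNA gene (y axis, percent) for each mouse in the 4 groups (x axis), and bars show the mean ± SD. The share rose from 1.95% in unassociated control mice to 19.9% in S. epi high-fat mice.

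The first comparison asked how keratinocytes on a control diet respond to S. epi. Association changed 324 of the 14910 genes, of which 288 were higher and 36 lower in S. epi mice. Of the alternatives, dropping the fold threshold moved the count most, to 2298. With at least 10 counts required in every sample it was 155. The checkpoint ligand gene Cd274 (chromosome 19, 29367438 to 29388094) had the smallest p among higher genes and rose from 9.43 ± 1.09 CPM (SD, n = 5) to 41.0 ± 5.59 CPM (n = 4), a log2 fold change of 2.12 ± 0.14 (SE, edgeR FDR 2.97e-08). The transporter gene Slc5a8 (chromosome 10, 88885992 to 88929515) rose by 2.02 ± 0.16 (FDR 5.41e-08 with edgeR). Uox (chromosome 3, 146597149 to 146631483) reached 2.43 ± 1.04 CPM (n = 4) in S. epi mice and lay under the floor of 3 counts in all 5 unassociated control mice, so no fold change is given for it. Among lower genes, Cyp2g1 (chromosome 7, 26808927 to 26821197) fell by 2.49 on the log2 scale (SE 0.23, FDR 2.86e-07 with edgeR), from 5.66 ± 1.32 to 1.01 ± 0.199 CPM. The log2 change was -1.06 for Atp1b1 (chromosome 1, 164437099 to 164458355) and -1.10 for Akr1c18 (chromosome 13, 4132615 to 4150646). For each of these 6 genes, no S. epi control sample overlapped an unassociated control sample.

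Of the 14 gene sets, 11 passed an FDR of 0.05 with camera in this comparison, all towards higher expression in S. epi mice. With the inter-gene correlation estimated from the data in place of the fixed value, 8 passed. Interferon-stimulated genes had a median log2 fold change of 1.30, with 38 of 39 genes higher (camera FDR 5.52e-22). Interferon-inducible GTPases had a median of 3.27 (19 of 19 higher, FDR 1.33e-19), MHC class II presentation genes 2.79 (9 of 9 higher, FDR 3.11e-10) and MHC class I presentation genes 0.58 (18 of 19 higher, FDR 5.05e-17). Antimicrobial proteins (median 3.08), small proline-rich proteins (2.59), cornified envelope proteins (1.87), IL-36 and related cytokines (0.95), chemokines (0.75), cell cycle genes (0.52) and hair keratins (3.13) were also higher. In hair keratins the log2 fold change was 4.17 for Krt35, whose groups overlapped, and 4.03 for Krt71. The set rested on few samples, with Krt71 at 30.7 CPM in S. epi control replicate 1 and at 0.912 to 5.04 CPM in the other 3. Fatty acid oxidation, sterol synthesis and leukocyte genes did not pass (FDR 0.340, 0.927 and 0.102 with camera). Of 262 tested genes of the 14 sets, 103 were called with the adjustment over all genes and 107 with the adjustment over these genes alone.

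Among set members, S100a8 (chromosome 3, 90669071 to 90670034) rose from 0.813 ± 0.539 CPM (n = 5) to 213 ± 97.4 CPM (n = 4), a log2 fold change of 7.97 ± 0.52 (SE, edgeR FDR 2.45e-07). The log2 fold change was 7.78 for S100a9, 1.93 for Il1f9 (the symbol of IL-36 gamma in the files), 2.13 for H2-DMa, 3.87 for the class II transactivator gene Ciita, 1.17 for Dtx3l, 1.43 for Parp9, 0.93 for Psme2, 1.92 for Psmb10, 1.96 for Cxcl2, 0.87 for Rrm2, 0.55 for Ccna2 and 3.15 for Rptn. Values of 4.67 for Sprr2d, 2.83 for Sprr2g, 3.21 for Gbp3 and 2.93 for Lce1f belong to families of similar genes and are uncertain where reads could be shared between members. Cxcl3 and Gm4841 were at or under the floor of 3 counts in all 5 unassociated control mice and reached 1.13 ± 0.536 and 1.71 ± 0.664 CPM (n = 4) in S. epi mice. Il19 was under that floor in 4 of 5 unassociated control mice and reached 6.37 ± 2.82 CPM (n = 4).

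The second comparison asked the same question in mice on the high-fat diet. Association changed 1450 genes, 571 of them higher and 879 lower. With at least 10 counts required in every sample the number was 906. Acot7 (chromosome 4, 152186187 to 152271851) rose from 2.28 ± 0.177 CPM (SD, n = 5) to 15.8 ± 1.14 CPM (n = 4), a log2 fold change of 2.79 ± 0.13 (SE, edgeR FDR 3.22e-12). Tdh (chromosome 14, 63492347 to 63509092) rose by 2.65 ± 0.13 and Endou (chromosome 15, 97711019 to 97731405) by 1.81 ± 0.09. Gem (chromosome 4, 11704447 to 11714993), Slc6a4 (chromosome 11, 76998597 to 77032343) and Slc24a3 (chromosome 2, 145167775 to 145642165) had log2 fold changes of -1.25, -1.42 and -1.06, and Slc24a3 went from 136 ± 6.53 to 65.0 ± 3.81 CPM. The groups did not overlap for any of these 6 genes.

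On this diet 6 of 14 sets passed with camera, all towards higher expression in S. epi mice, and 3 passed with the inter-gene correlation estimated. Small proline-rich proteins had a median log2 fold change of 4.66 (13 of 13 higher, camera FDR 6.26e-16), antimicrobial proteins 3.97 (9 of 10 higher, FDR 1.97e-10), MHC class II presentation genes 3.65 (8 of 9 higher, FDR 7.03e-06), cell cycle genes 1.02 (38 of 38 higher, FDR 1.47e-34), IL-36 and related cytokines 1.00 (12 of 12 higher, FDR 2.68e-06) and MHC class I presentation genes 0.32 (16 of 19 higher, FDR 0.0114). Interferon-stimulated genes did not pass, with a median of 0.30 and 23 of 39 genes higher (camera FDR 0.559), nor did interferon-inducible GTPases (median 1.13, FDR 0.0633), chemokines (median 0.75, FDR 0.268) or cornified envelope proteins (median 0.20, FDR 0.268). The GTPase scores of the S. epi high-fat mice were 0.30 to 2.40. Those of the unassociated high-fat mice were 2.27 in replicate 3 and -0.96 to -0.24 in the others. The interferon-stimulated scores were 1.46 to 1.89 in the S. epi high-fat mice. In the unassociated high-fat mice they were 2.03 and 2.25 in replicates 2 and 3 and 0.83 to 1.54 in the others. High scores in unassociated mice lower the estimated effect of S. epi. Il1f9 rose by 3.31, H2-DMa by 3.27, H2-DMb1 by 2.88, Il1f5 by 1.17, Psme2 by 1.21, Psmb10 by 1.53, Ccna2 by 1.19 and Bub1b by 1.07 on the log2 scale. Sprr2d (6.95), Sprr2g (4.66), Stfa1 (6.35) and Defb6 (2.50) rose too, each in a multigene family. Of the 262 tested set genes, 92 were called with the adjustment over all genes and 93 over these genes alone.

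Across the diets, 190 genes were higher and 27 lower in S. epi mice in both comparisons, and 4 were called in opposite directions. Spearman's rho of the 2 sets of log2 fold changes across genes was 0.667, where genes are not independent replicates.

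The third comparison asked what the high-fat diet changed in unassociated mice. It changed 1082 genes, 405 of them higher and 677 lower on the high-fat diet. The higher genes with the smallest p were Cic (chromosome 7, 25267699 to 25294159), with a log2 fold change of 1.95 ± 0.07 (SE, edgeR FDR 2.99e-15), R3hdm2 (chromosome 10, 127390311 to 127499384), with 1.40 ± 0.05, and Kmt2d (chromosome 15, 98831669 to 98871205), with 2.00 ± 0.07. The lower genes were Cd34 (chromosome 1, 194938821 to 194961292) at -1.70, Dpt (chromosome 1, 164796663 to 164824273) at -1.76 and Sparc (chromosome 11, 55394159 to 55420080) at -1.79. Sparc went from 539 ± 43.7 to 155 ± 15.8 CPM, with no overlap between the groups, as for the other 5 genes. The sort left out cells that carry CD34. Fibroblast markers, described below, were lower here too (median -1.48 for 16 genes). Whether Cd34, Dpt and Sparc changed within keratinocytes was not tested. None of the 14 sets passed with camera (0 sets), and 1 set, hair keratins, had an unadjusted p under 0.05 (camera p 0.00828, FDR 0.116). Of the 262 tested set genes, 28 were called with the adjustment over all genes and 18 over these genes alone.

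The diet contrasts followed GC content. Across genes, the log2 fold change between the diets correlated with transcript GC content with a Spearman's rho of 0.529 in unassociated mice and 0.487 in S. epi mice, against 0.055 and 0.074 for the S. epi contrasts on the control and the high-fat diet and 0.066 for the interaction. Genes are not independent replicates, so no p is given. With transcript length the rho was -0.227 for S. epi on the high-fat diet and -0.273 for the interaction, and between -0.114 and 0.051 in the other 3 contrasts. The GC correction alone raised the rho with length for the diets in unassociated mice from 0.051 to 0.261, and after the correction for GC content and length it was -0.031 there, -0.034 for S. epi on the high-fat diet and -0.032 for the interaction. In unassociated mice the median log2 fold change was -0.29 in the decile of tested genes with the lowest GC content (median 40.3%) and 0.43 in the decile with the highest (median 60.3%). Called genes that were higher on the high-fat diet had a median GC content of 58.4%, and those that were lower 47.8%. After removal of each sample's GC trend, 890 genes were called in unassociated mice, 205 higher and 685 lower, and 755 of the 1082 genes remained. With length corrected too, 892 were called, 187 higher and 705 lower, and 739 remained. The corrected log2 fold changes of Cic, R3hdm2 and Kmt2d were 1.51, 1.36 and 1.69. Their lowest values over all 24 alternatives were 1.38, 1.29 and 1.52.

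**Figure D3:**
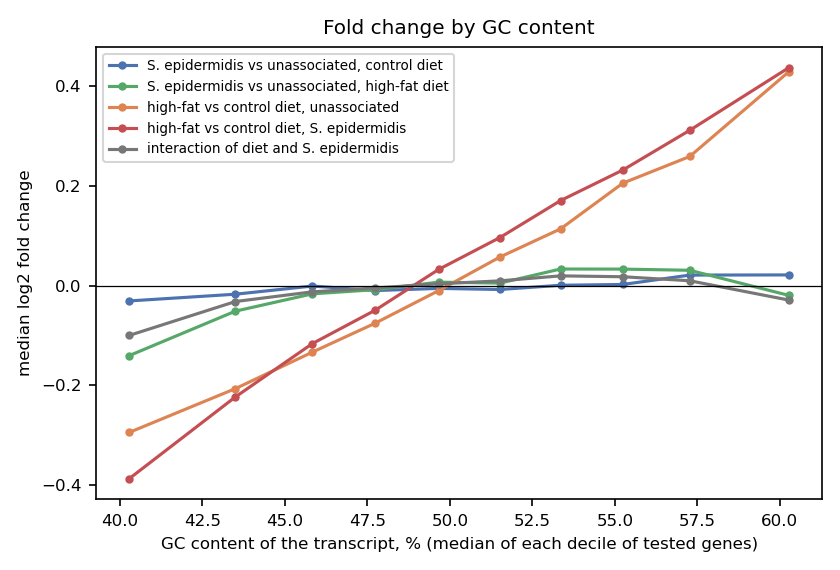
Lines show the median log2 fold change (y axis) of the genes in each decile of the tested genes ordered by transcript GC content (x axis, percent), one line per contrast. Both diet contrasts rise with GC content, in unassociated mice from -0.29 to 0.43, and the S. epi contrasts and the interaction stay between -0.14 and 0.03.

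The fourth comparison set the diets against each other in S. epi mice. It called 1776 genes, 448 higher and 1328 lower on the high-fat diet, and after the GC correction 1537, with 267 higher and 1270 lower. Cic (log2 fold change 1.77 ± 0.07, SE, edgeR FDR 2.76e-13), Scaf1 (chromosome 7, 45002950 to 45016249; 1.91) and Arid1a (chromosome 4, 133679008 to 133753985; 1.78) were higher. Scara5 (chromosome 14, 65666403 to 65764826), Tm4sf1 (chromosome 3, 57285611 to 57301988) and Dpt were lower, with log2 fold changes of -2.44, -1.48 and -2.61. Fibroblast markers, described below, were lower in this comparison too (median -2.29 for 16 genes). Whether these lower genes changed within keratinocytes was not tested. Between the diet contrasts 199 genes were higher in both, 598 were lower in both and 8 went in opposite directions.

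In S. epi mice 4 sets passed with camera between the diets, and 0 passed with the inter-gene correlation estimated, where 0 had an unadjusted p under 0.05. Interferon-stimulated genes were lower on the high-fat diet, with a median log2 fold change of -0.69 and 38 of 39 genes lower (camera FDR 0.000508), as were interferon-inducible GTPases (median -1.62, 19 of 19 lower, FDR 0.0155). Cell cycle genes (median 0.56, FDR 3.59e-07) and small proline-rich proteins (median 1.75, FDR 0.00337) were higher. The log2 fold changes of Ifit2, Eif2ak2, Gbp3 and F830016B08Rik were -2.27, -0.62, -1.49 and -3.26, and those of Foxm1, Bub1b, Sprr1b and Sprr2d were 1.32, 0.71, 1.78 and 2.03. F830016B08Rik was under the floor of 3 counts in 3 of 4 S. epi high-fat mice. Of the 262 tested set genes, 79 were called with the adjustment over all genes and 80 over these genes alone.

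The interaction asked whether the response to S. epi differed between the diets. It called 383 genes, 93 with a positive and 290 with a negative difference (high-fat minus control diet). A negative difference can be a smaller rise or a larger fall with S. epi on the high-fat diet. With at least 10 counts in every sample the number was 254. Tdh (log2 difference 2.17 ± 0.19, SE, edgeR FDR 9.66e-07), Nnt (chromosome 13, 119334317 to 119409011; 1.71 ± 0.16) and Ddit4 (chromosome 10, 59949675 to 59951770; 1.33 ± 0.15) led the first group. Gfra1 (chromosome 19, 58235581 to 58455398; -1.85), Nr4a2 (chromosome 2, 57107226 to 57115038; -1.04) and the histone gene Hist1h4m (chromosome 13, 21811746 to 21812150; -3.29) led the second. Hist1h4m belongs to a multigene family. It was at 10.1 ± 3.55 CPM (n = 4) in S. epi high-fat mice and at 73.6 ± 7.54 to 90.2 ± 24.3 CPM in the other groups. Of the 262 tested set genes, 29 were called for the interaction with the adjustment over all genes and 62 over these genes alone.

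For the interaction, 11 of 14 sets passed with camera, 5 with a positive and 6 with a negative difference. With the inter-gene correlation estimated 0 sets passed and 3 had an unadjusted p under 0.05, and with the rotation test fry 5 passed. Interferon-stimulated genes had a median log2 difference of -1.28 (0 of 39 genes positive, camera FDR 4.89e-11) and interferon-inducible GTPases one of -2.20 (0 of 19 positive, FDR 1.85e-05). Cell cycle genes had a median of 0.49 (36 of 38 positive, FDR 3.42e-18), small proline-rich proteins 2.16 (13 of 13 positive, FDR 1.63e-08), MHC class II presentation genes 0.88 (7 of 9 positive, FDR 0.0252), antimicrobial proteins 0.69 (9 of 10 positive, FDR 0.00254) and IL-36 and related cytokines 0.65 (9 of 12 positive, FDR 0.0131). Cornified envelope proteins (-1.84), hair keratins (-3.47), MHC class I presentation genes (-0.34) and leukocyte genes (-1.99) were negative. For hair keratins the median S. epi effect changed sign, from 3.13 on the control diet to -0.76 on the high-fat diet. For leukocyte genes it went from 0.83 to -1.17. Neither set passed for S. epi on the high-fat diet. The mean score of the interferon-stimulated genes was 1.35 ± 0.10 and 2.61 ± 0.31 log2 CPM without and with S. epi on the control diet (SD, n = 5 and n = 4), and 1.55 ± 0.60 and 1.74 ± 0.20 on the high-fat diet (n = 5 and n = 4).

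Of the members with the smallest p in these sets, the log2 difference was -2.62 for Ifit3, -1.84 for Ifit2, -3.91 for Gbp10, -2.64 for Gbp6, 1.54 for H2-DMb1, 1.21 for Defb6, 2.25 for Stfa3, 1.96 for Sprr1b, 1.84 for Sprr2k, -2.79 for Lce1f, 1.38 for Il1f9, 0.79 for Il1f5, 0.63 for Ccna2, 0.57 for Bub1b, -4.93 for Krt35 and -5.16 for Krt71. Each passed the FDR with edgeR, and Gbp6 did so in 12 of 31 alternatives. Krt1 passed with 0.63, opposite to the median of its cornified envelope set. The other members did not pass: H2-DMa (1.14, edgeR FDR 0.0589), Nlrc5 (-0.64, FDR 0.0967), Tapbp (-0.38, FDR 0.123), Tyrobp (-4.00, FDR 0.117) and Fcer1g (-3.75, FDR 0.117).

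**Figure D4:**
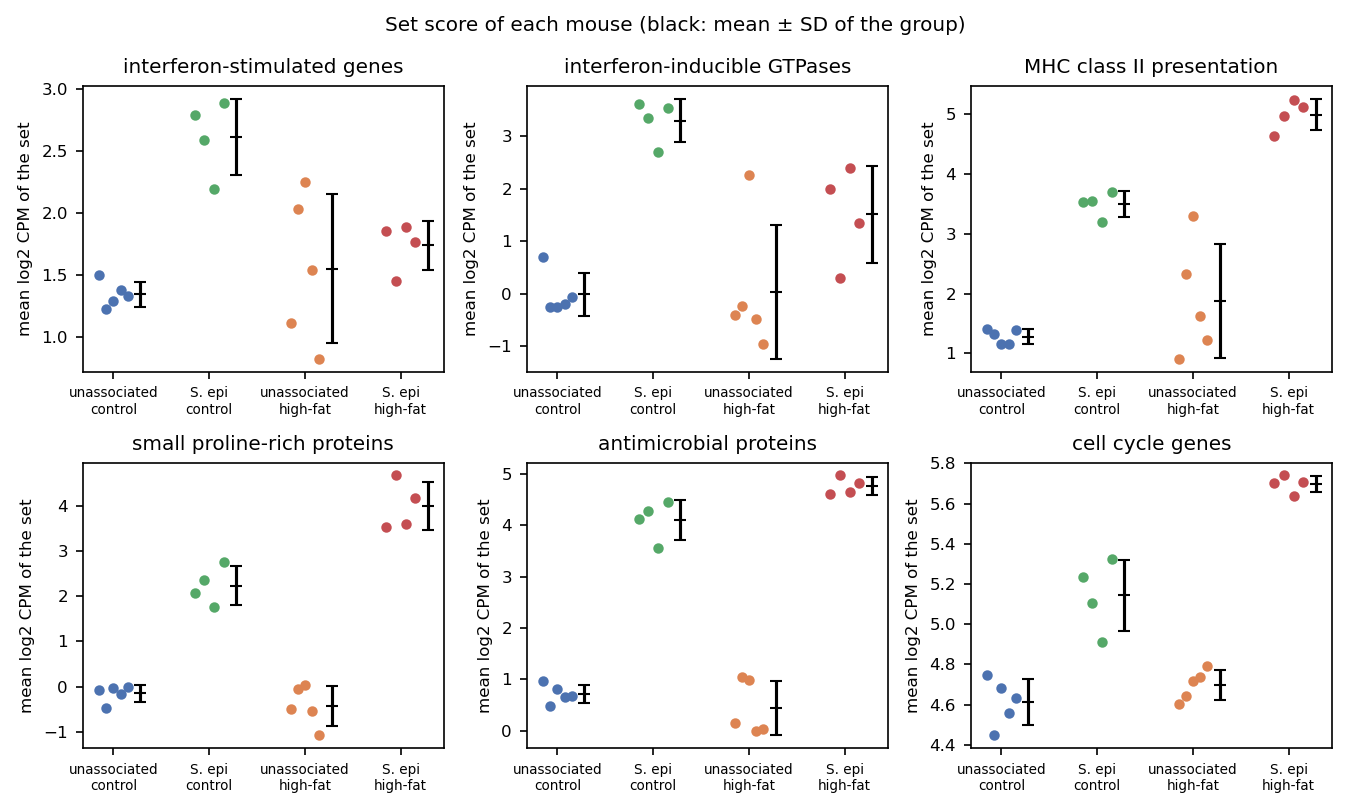
Points show the set score of each mouse (y axis, mean log2 CPM of the set's genes) in the 4 groups (x axis) for 6 gene sets, and black bars the mean ± SD. The interferon-stimulated score of S. epi mice lies at 2.61 on the control diet and 1.74 on the high-fat diet, and the cell cycle score at 5.14 and 5.70.

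The sensing and receptor genes that the study's mouse models target (Cgas, Tmem173, Tlr2 and Ifnar1) were read out in all groups. Ifnb1, which no model targets, was read out with them. Cgas lay at 9.32 ± 0.814, 9.11 ± 0.993, 10.6 ± 0.361 and 11.4 ± 0.242 CPM in unassociated control, S. epi control, unassociated high-fat and S. epi high-fat mice (SD, n = 5, 4, 5 and 4). Its only edgeR FDR under the threshold was that of the diets in S. epi mice (log2 fold change 0.32, FDR 0.00635). For the diets in unassociated mice its FDR was 0.0627 with edgeR and passed in 5 of 24 alternatives (0.0015 to 0.115). Tmem173, which encodes STING, rose with S. epi by 0.92 ± 0.17 on the control diet (SE, edgeR FDR 0.000521) and by 1.71 ± 0.18 on the high-fat diet (FDR 7.07e-08 with edgeR). Between the diets it fell by 0.84 in unassociated mice (edgeR FDR 0.000361, from 5.97 ± 0.736 to 3.32 ± 1.13 CPM) and differed by -0.05 in S. epi mice (FDR 0.831, 11.3 ± 1.05 against 10.9 ± 2.12 CPM), so the larger rise on the high-fat diet started from a lower level and ended at a similar one. Its interaction was 0.79 ± 0.24 with an edgeR FDR of 0.0388, which ranged from 0.00774 to 0.0861 over 31 alternatives, 20 of them past the threshold. Tlr2 fell from 25.8 ± 3.57 CPM in unassociated control mice to 12.9 ± 3.00 CPM in unassociated high-fat mice and 4.47 ± 0.550 CPM in S. epi high-fat mice. Its S. epi effect was -0.23 on the control diet (edgeR FDR 0.289) and -1.53 on the high-fat diet (FDR 2.74e-07), with an interaction of -1.30 (FDR 0.00116). The median of 16 fibroblast markers, described below, was also negative in these contrasts (-0.24, -0.92 and -0.67). Whether Tlr2 changed in keratinocytes or in other cells of the sort was not tested. Ifnar1 lay between 53.5 ± 1.34 and 62.8 ± 10.4 CPM in the 4 groups and passed the FDR in 0 of the 5 contrasts with edgeR. Over the alternatives it passed in 3 of 23 for S. epi on the high-fat diet (FDR 0.012 to 0.578) and in 2 of 22 for the diets in S. epi mice (FDR 0.0122 to 0.461). Adjusted over the 4 tested sensing genes alone, the calls past the FDR were the same in number in each contrast except the diets in unassociated mice, with 3 instead of 2. Transcripts of Ifnb1 (chromosome 4, 88522025 to 88522794) were not detectable at this depth: all 18 samples had at most 2 counts, under the floor of 3.

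**Figure D5:**
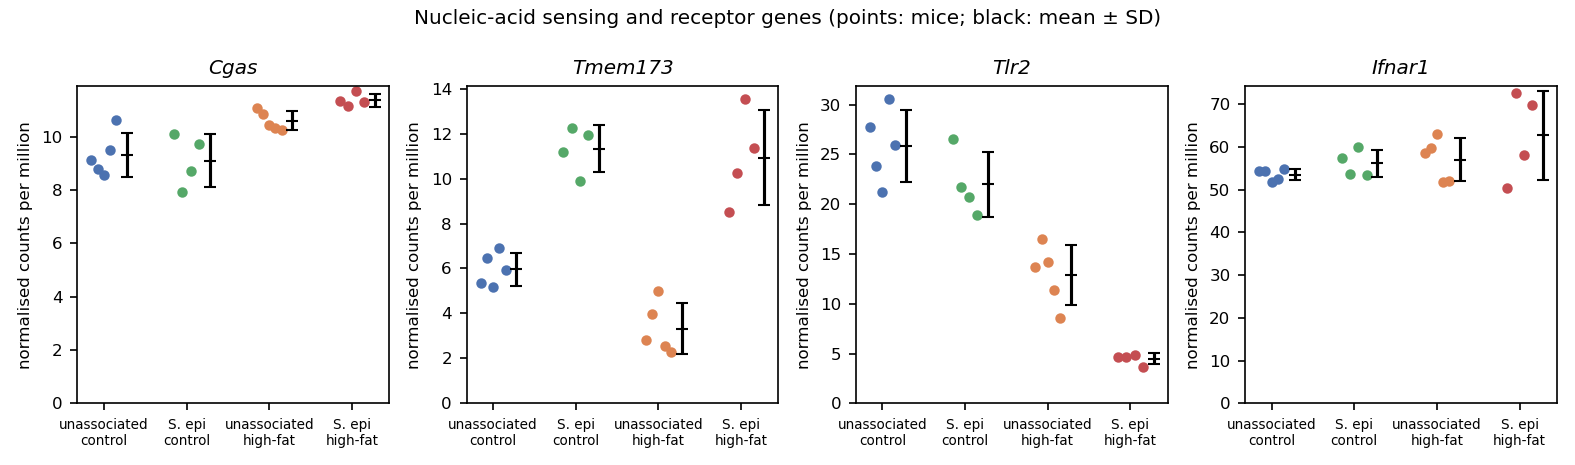
Points show normalised CPM (y axis) of Cgas, Tmem173, Tlr2 and Ifnar1 in each mouse of the 4 groups (x axis), and black bars the mean ± SD. Mean Tlr2 falls from 25.8 CPM in unassociated control mice to 4.47 CPM in S. epi high-fat mice, and the group means of Ifnar1 lie between 53.5 and 62.8 CPM.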

Values the study reported

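The study reported that the high-fat diet supplied 60% of total calories from fat and the matched control diet 10%. Mice entered the diets at weaning, given as 3 weeks of age, and stayed on them for 6 weeks before association. For bulk RNA sequencing, association was carried out daily over 7 days. Differentially expressed genes were those with an FDR < 0.05 and a fold change (FC) > 2.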

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

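The tests of residual arrangements and of macrophage and leukocyte markers were chosen only after the results were seen, as were the corrections for GC content and length and the fits without the 45S rRNA gene. Mice of the same group share a diet and a colonization state, and the labels name no library batch, so a technical difference that followed the groups could not be told apart from them. That limit holds for every difference below, including those that kept most of their genes after GC and length correction (68.3% to 97.8%).

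The numbers of called genes were set against other splits of the same mice that part as many same-numbered pairs. For S. epi on the control diet, S. epi on the high-fat diet and the diets in unassociated mice, 1 of 16 splits gave as many genes, the real one. For the diets in S. epi mice it was 1 of 8. So few splits cannot give a share under 0.05. The largest counts in the other splits were 177, 882, 0 and 231 genes. Those of 177 and 882 relabelled all 4 pairs, which nearly reverses the real groups, so they carry the S. epi effect and are not counts without one. The 6 splits that relabelled 2 of 4 pairs gave 0 genes in each S. epi contrast. Among 24 splits drawn without regard to replicate numbers, which can give such a share, 1 gave as many genes in each contrast, the real one, and the largest other counts were 97, 769, 1 and 124 genes. How far the drawn splits mix the groups was not tabulated. As many gene sets passed in 8 of 16, 11 of 16 and 7 of 8 splits, and in 9, 19 and 21 of the 24 drawn ones, for all contrasts but the diets in unassociated mice. Many of these splits relabel 1 or 3 pairs, or all, and still carry part of the real difference, so the share says little about chance. The splits that relabelled 2 of 4 pairs gave 0 to 9 sets for S. epi on the control diet (11 in the real split), 2 to 7 for S. epi on the high-fat diet (6) and 4 to 6 for the diets in S. epi mice (4). In unassociated mice 0 sets passed between the diets (1 at an unadjusted p under 0.05), so the 16 of 16 splits with as many sets were fixed in advance.

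The S. epi effect differed between the diets, by a test of the difference itself, for 383 genes and 11 sets. In 5 of 40 splits that relabelled same-numbered pairs between the diets (40 drawn from 256) as many genes passed. The other 4 gave 1615, 1571, 716 and 456 genes. They relabelled 2 or 3 of the 5 unassociated pairs and either 0 or 4 of the 4 S. epi pairs, so they carry the whole diet difference of the S. epi mice into the interaction. They are no splits without an effect, and this test cannot tell whether the number of interaction genes arose by chance. As many sets passed in 1 of 40 splits. When residuals were rearranged over the samples with the group effects of diet and S. epi kept, 1 of 100 arrangements gave as many genes (345 with limma on the real data, at most 149 in the others) and 2 of 100 as many sets, where the median of the others was 6 sets. A set count of 6 without any interaction may reflect correlation between the genes of a set.

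Median log2 differences of the sets that passed were -1.28 for interferon-stimulated genes, -2.20 for interferon-inducible GTPases, -0.34 for MHC class I presentation, -1.84 for cornified envelope proteins, -3.47 for hair keratins and -1.99 for leukocyte genes. They were 0.88 for MHC class II presentation, 0.69 for antimicrobial proteins, 2.16 for small proline-rich proteins, 0.65 for IL-36 and related cytokines and 0.49 for cell cycle genes. Leaving out each replicate in turn moved some medians widely. The ranges were -4.96 to -1.33 for hair keratins, -2.57 to -1.16 for GTPases and -2.29 to -1.09 for cornified envelope proteins. They were 0.67 to 1.76 for MHC class II presentation and 0.30 to 1.11 for antimicrobial proteins. No set's median changed sign. Named genes that differed were Tdh (2.17), Nnt (1.71), Ddit4 (1.33), Gfra1 (-1.85), Nr4a2 (-1.04) and Hist1h4m (-3.29). The interferon-stimulated set kept a camera FDR of 3.47e-11 after GC and length correction. Its largest FDR over the fits that each left out a replicate was 3.70e-08 with camera. Its median over those fits ranged from -1.44 to -0.88. No fit left out both unassociated high-fat replicates 2 and 3, whose scores of 2.03 and 2.25 raised the mean of their group. Over all 29 alternatives the FDR of the interferon-stimulated set ranged from 2.32e-15 to 0.218, and 28 passed. The exception is the estimated inter-gene correlation. Of the same 29 alternatives, the MHC class II interaction passed in 19 and failed in 6 of the 18 fits that each left out one replicate (FDR 3.89e-13 to 0.467 over all 29 with camera). MHC class I passed in 25, leukocyte genes and IL-36 in 26 each, GTPases and cornified envelope proteins in 27 each, and the other 4 sets in 28 each. A smaller interferon response to S. epi on the high-fat diet is a candidate explanation, held as a hypothesis.

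Technical explanations of the gene counts were tested by correction. After GC and length correction 97.8%, 89.8%, 68.3%, 78.9% and 86.2% of the called genes remained in the S. epi contrasts on control and high-fat diet, the diet contrasts in unassociated and S. epi mice and the interaction. Of the sets, 11, 5, 0 (with 1 at an unadjusted p under 0.05), 4 and 10 passed both before and after. Without the 45S rRNA gene 98.8%, 96.4%, 96.8%, 97.4% and 95.8% of the genes remained, and with counts thinned to the smallest library 84.3%, 87.3%, 87.1%, 90.03% and 69.5%. None of the 3 explanations accounts for most of the calls of a contrast when both directions are counted. Leaving out the 45S rRNA gene tests only the effect of its own counts. It cannot test a difference in library preparation that its share may reflect. GC content may account for most of the genes higher on the high-fat diet in unassociated mice, whose number went from 405 to 187 after GC and length correction, while the lower ones went from 677 to 705. In S. epi mice the higher ones went from 448 to 268 and the lower ones from 1328 to 1272. The correction also removes any real change that follows GC content.

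One unassociated high-fat mouse, replicate 2, had 101.5 counts over 4 Y-linked genes, against at most 2 in each other sample, although all mice are listed as female. It also had 7.66 CPM of Tyrobp (nearest other mouse of the group 0.573) and 4.37 CPM of Fcer1g (0.470). Lyz2 lay at 83.8 CPM and Ptprc at 7.75 CPM in it. Xist was at 562 CPM, under the 776 to 2211 CPM of the other 17 samples, so the library is neither purely male nor typical of the others, and a mixed or mislabelled sample remains possible. The leukocyte set without macrophage markers (7 genes tested, 6 above each other mouse of the group) was higher by a median of 2.53 on the log2 scale, against 0.57 for the 95th percentile of matched random lists. RNA from male leukocytes is a candidate source. For macrophages the median was 4.26 (12 genes), but that list was written after its genes had been seen, so it settles nothing. No biological explanation was tested. Without this mouse 90.7% of the genes for S. epi on the high-fat diet, 91.6% for the diets in unassociated mice and 81.7% for the interaction remained. The leukocyte interaction went to -0.85 with a camera FDR of 0.0815, within a range of 0.0045 to 0.502 over 29 alternatives, 26 of them past the threshold.

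Single mice lay far from the rest of their group in 30 of 360 values tested, where chance gives about 18. In unassociated high-fat replicate 3 these were the scores of interferon-inducible GTPases (2.27), MHC class I presentation (6.06) and sterol synthesis genes (6.21), and the CPM of Dtx3l (34.6), Parp9 (29.9), Ciita (2.78), Il19 (1.06), Gbp10 (1.35) and Gbp6 (10.7). All but the sterol score lay above the others. These values share one mouse and are not independent. Replicate 4 of that group had 50.95 CPM of Krt71.

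In unassociated control mice the far values were the GTPase score of replicate 1 (0.69), Scaf1 in replicate 1 (23.8 CPM), Tdh in replicate 4 (2.91 CPM), and Uox and Cxcl3 in replicate 1 (0.0423 CPM each, under the floor of 3 counts). In S. epi control mice they were the chemokine score of replicate 3 (3.95), Slc6a4 (34.95 CPM) and Bub1b (33.03 CPM) in replicate 3, Krt71 in replicate 1 (30.7 CPM), and Ifit2 (2.84 CPM) and Sprr2k (2.94 CPM) in replicate 4. In S. epi high-fat mice they were the fatty acid oxidation score (5.19), Endou (206 CPM) and H2-DMb1 (13.0 CPM) in replicate 1, Bub1b in replicate 2 (66.1 CPM), Sparc (88.7 CPM) and F830016B08Rik (0.366 CPM) in replicate 3, and Tlr2 in replicate 4 (3.65 CPM). No explanation was tested for these single values.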

How the results depend on the processing

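Corrections for GC content and length, the other transcript choices and the removal of the 45S rRNA gene were tests chosen only after the data were seen. The planned count of retroelement loci was not run, since those loci were not analysed here.

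The numbers of called genes are given in the order S. epi on the control diet, S. epi on the high-fat diet, the diets in unassociated mice, the diets in S. epi mice and the interaction. With at least 10 counts in every sample they were 155, 906, 602, 979 and 254. This filter leaves out genes with few counts in a group, even where they change strongly. S100a8 and Sprr2d are examples, with minima of 9 and 6 counts in unassociated control mice. How much of the lower numbers this explains was not tested. Without a fold threshold they were 2298, 7298, 7102, 7937 and 1718, so most genes past the FDR changed by less than a factor of 2. DESeq2 gave 323, 1475, 1077, 1771 and 473, and limma-voom with quality weights 322, 1487, 1096, 1890 and 510. The fits that each left out one replicate gave 270 to 336, 1330 to 1482, 1001 to 1154, 1690 to 1984 and 278 to 469 genes. The GC correction gave 333, 1453, 890, 1537 and 417. In unassociated mice it lowered the genes higher on the high-fat diet from 405 to 205, with 677 and 685 lower ones.

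With the replicate number as a block the counts were 283, 1428, 1056, 1756 and 328 genes, and 299, 1421, 855, 1517 and 347 with the GC correction too. Deviations from the group means of same-numbered samples of different groups had mean correlations of 0.027, 0.0058, -0.042, -0.049 and -0.014, against -0.0068, -0.0017, 0.011, 0.016 and 0.0035 for other pairs. All lie near 0, and same-numbered samples were the more alike in 2 of 5 contrasts.

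Gene sets were less stable. With the inter-gene correlation estimated, 3 sets passed for S. epi on the high-fat diet instead of 6 and 0 instead of 4 for the diets in S. epi mice, where 0 had an unadjusted p under 0.05. For the interaction 0 passed instead of 11, and 3 had an unadjusted p under 0.05. With fry, 1 passed for the diets in unassociated mice instead of 0, 8 for the diets in S. epi mice and 5 for the interaction. With all genes that had at least 1 count, 1 passed for the diets in unassociated mice. The cause was not tested. The fits that each left out one replicate gave 11 to 12, 6 to 8, 0 to 0, 4 to 5 and 9 to 11 sets.

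Small changes of the sensing genes reversed in direction. Cgas with S. epi on the control diet was 0.0034 on the log2 scale with thinned counts and -0.081 to 0.034 over the fits that each left out one replicate. Ifnar1 between the diets in unassociated mice was -0.0042 after GC and length correction. Tmem173 between the diets in S. epi mice ranged from -0.17 to 0.052, and the interaction of Ifnar1 from -0.0071 to 0.16, over the fits that each left out one replicate. The cause was not tested, and 0 of these results passed the FDR with all samples. Of 2838 comparisons of 114 named gene results, 34 were weaker, 21 stronger and 9 reversed. Of 735 comparisons of 32 set results, 40 were weaker and 0 reversed.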

Other observations

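The relation of Fgfbp3 to Ide was a test chosen only after the values were seen, and the fibroblast marker list was written after several of its genes had been seen to fall. Its tests of within-group correlation and of GC correction came after that.

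Fibroblast markers (16 genes) were lower on the high-fat diet, with a median log2 fold change of -1.48 in unassociated mice (15 of 16 lower) and -2.29 in S. epi mice (14 of 16 lower). It was -0.24 and -0.92 for S. epi on the control and the high-fat diet. Since some of these genes chose the list, the fall itself is no test. Within groups the markers had a mean pairwise correlation of 0.555, against 0.104 for the 95th percentile of 10000 matched random lists, and the median in unassociated mice was -1.52 after GC and length correction. A differing amount of fibroblast RNA in the sorted cells is a candidate explanation of these genes. A change of expression within keratinocytes was not tested.

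The share of counts in the 45S rRNA gene was compared with library properties across 18 mice, as deviations from the group means. In this family of 5 relations, its Pearson r with the GC trend was 0.570 (rho 0.571, permutation p 0.0286 and 0.0349, adjusted 0.0582 and 0.0582, r 0.382 without the 2 farthest mice). With the total count r was -0.329 (rho -0.569, permutation p 0.0349 and 0.00849, adjusted 0.0582 and 0.0296, r -0.583 without the 2 farthest mice). The total count is also the divisor of the share, so a negative relation between them can arise from that alone. Differences in ribosomal RNA removal or library preparation could contribute, and the share cannot be told apart from such a cause.

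Fgfbp3 (chromosome 19, 36917550 to 36919599) was one of 12 genes looked at by hand. It lay at 5.45 and 4.91 CPM in unassociated control replicates 1 and 3 and at 6.22 and 11.2 CPM in unassociated high-fat replicates 3 and 5, against 1.40 to 2.52 CPM in the other 14 mice. Across the 10 unassociated mice, its deviations from the group means followed those of Ide (37268741 to 37330613), with r 0.967 (rho 0.806, permutation p 0.00342 and 0.0118, adjusted 0.0171 and 0.0296 over 5 relations, r 0.934 without the 2 farthest mice). Its r with Btaf1, which lies between them, was 0.467 (rho 0.612, permutation p 0.277 and 0.126, adjusted 0.347 and 0.157, r 0.504 without 2). Its r with the GC trend was -0.051 (rho -0.164, permutation p 0.902 and 0.694, adjusted 0.902 and 0.694, r 0.022 without 2). The relation was run only in the groups where Fgfbp3 had been seen to vary. In the 4 S. epi high-fat mice Ide lay at 144 to 183 CPM, as in some of those mice, with Fgfbp3 at 2.22 to 2.52 CPM, which goes against variation that the 2 genes always share. A variant of this region that differs between mice is a candidate explanation in the unassociated mice only. No sequence was examined.

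Wdfy1, another of these 12 genes, lay at 23.2 and 20.2 CPM in unassociated control replicates 2 and 4 and at 6.67 to 7.90 CPM in the other 3 mice of that group. It lay at 6.12 to 6.79 CPM in the 5 unassociated high-fat mice, at 20.8 to 22.7 CPM in the 4 S. epi control mice and at 15.1 to 19.2 CPM in the 4 S. epi high-fat mice. No explanation was tested.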
